A study of Arabidopsis thaliana with 16 samples. Its data were reported in "A hybrid model connecting regulatory interactions with stem cell divisions in the root" (2021).

How the data were processed

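Root tips of 5-day-old Arabidopsis seedlings were protoplasted and sorted for GFP by the authors, 4 libraries for each of the 4 populations C6, w5C6, W5NS and W5S. RNA was amplified with a SMART-Seq kit for very small inputs and read as 100 bp single ends. Amplification of small inputs makes low transcripts drop out at random, which bears on loci listed at 0. The authors trimmed reads with fastq-mcf, aligned them with HISAT2 and estimated expression and differences with Cufflinks through TuxNet. The submitters' processing notes name HISAT2 and Cufflinks. Versions, genome build and annotation are not given in the sources used here, so no coordinates are printed.

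The authors deposited 1 value per locus and population, pooled over its libraries, for 33201 loci, read here as FPKM computed by the authors with Cufflinks. The header names no unit, so this was inferred from that pipeline and the wording of the study. The authors deposited a log2 fold, with a fixed code where the ratio is infinite, and a q-value for each of the 6 pairs of populations. The log2 folds were checked against the FPKM columns and differed by over 0.01 in 3 to 8 loci per comparison. Whole reads could not be recovered from the FPKM values, so depth per library is unknown and no counting intervals are given. The 282 loci that name several gene IDs were counted once, and their members cannot be told apart. Near-identical copies, such as the Rubisco small subunit and CAB genes, can exchange reads. Of 33493 gene IDs, 32756 matched the gene table of the TAIR10.1 assembly, which was used for names and product descriptions.

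Calls are the authors' deposited q-values under 0.05, the threshold of the study. No test across libraries was run, since no values per library were used. The p-values behind the q-values were recovered as q times rank over the size of the family, which came to 133040 tests in 1 Benjamini-Hochberg family over all comparisons. The recovered values fell on steps of 5e-05 without a gap for the lowest 237 levels, all within 0.000478 of a step from a whole multiple, and 802 tests sat at the lowest q of 0.00829. On simulated p-values with a density falling away from 0, as in the table, 100% of values up to 0.005 were recovered exactly. On a flat low end, where neighbouring q-values tie, only 18.1% were recovered exactly and none was understated. Values recovered from q above about 0.3 are upper limits, since ties hide the ranks, and intervals built from them are too wide. A q of 1 was assumed to mean that the locus was not tested. The recovered p-values served for Benjamini-Hochberg adjustment within a comparison and for counts adjusted over the list alone. Approximate 95% intervals took the deposited log2 fold and a standard error set so that a normal test gives the recovered p.

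Log2 ratios were computed as log2 of (FPKM + 1), a scale that understates changes of low genes. A gene list was described by its median log2 ratio and the place of this median among 10000 random lists of the same size, matched on mean expression in 20 bins, with no p-value. In simulated data for w5C6 over C6 on 33201 loci, 7% of unchanged lists of 20 loci fell outside the central 95%, and 98% of lists shifted by 0.5 did. The simulated lists were drawn at random and lack joint changes of related genes, so this rate need not hold for the lists used here. The 16 lists fixed before the data were examined were niche regulators, markers of endodermis, cortex, root cap, epidermis and vasculature, mitotic, DNA replication and D-type cyclin genes, auxin genes, the GRF and GIF family, wound, heat and touch genes, the factors the study singled out, chloroplast-encoded genes, mitochondrion-encoded genes and nuclear ribosomal protein genes. Another 3 lists were added after the data were seen: nuclear photosynthesis genes, Casparian strip genes and shoot identity genes outside photosynthesis.

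Named genes followed a rule set before the data were examined. For each comparison these were the 8 highest and 8 lowest called loci with a single gene ID and at least 10 FPKM in the higher population, and the 8 loci per direction with the largest change in both CEI comparisons. In each list the called members and up to 4 others with the highest mean FPKM were added, together with WOX5, CYCD6;1, SHR, SCR, AN3 and 5 factors of the study. Genes outside the rule (SCL3, RHD6, COBL9, EXPA7, STM and shoot genes) were chosen after their values were seen, except where they belong to a list above. Not every gene that the rule picks is reported here. The overlap of calls was tested with a one-sided exact hypergeometric probability over loci with q under 1 in both comparisons. Its value with no effect was simulated with a shared control at a correlation of 0.5 over 200 draws. Alternatives were other q thresholds, filters on FPKM, fold and loci at 0, adjustment within a comparison, other backgrounds, pseudocounts and scalings. Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9 were used.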

Results

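Transcriptomes of sorted root tip cells of Arabidopsis thaliana were compared between 4 populations with 4 libraries each. Roots were grown for 5 days, the last 1 mm or so of the tip was turned into protoplasts (cells freed of their walls), and cells were collected by the green fluorescence of a reporter. C6 cells carried a CYCD6;1 promoter reporter, which marks the cortex endodermis initial (CEI), the stem cell that gives rise to cortex and endodermis. The w5C6 cells carried the same reporter in the wox5 mutant. C6 and w5C6 are called CEI populations below by this reporter alone. W5S cells were positive for a WOX5 promoter reporter, which marks the quiescent centre (QC), and W5NS cells were the GFP-negative cells of that same line. The deposited values, read here as FPKM (fragments scaled to transcript length and to library size), were 1 per locus and population for 33201 loci, with a q-value for each of 6 pairwise comparisons. No values per library were used, so no spread between replicates could be given. Sequencing depth is unknown. The C6 and w5C6 cells came from another reporter line than the W5NS and W5S cells, so each comparison across the lines also compares the lines. Loci listed at 0 numbered 5849 in C6, 3957 in w5C6, 5560 in W5NS and 8239 in W5S.

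WOX5 (AT3G11260), the homeodomain regulator of the QC, stood at 206 FPKM in W5S, 42.1 in W5NS, 18.4 in C6 and 0.0865 in w5C6. Its level in w5C6 lay 99.5% below that in C6, but in the authors' deposited table this difference did not pass the threshold (q = 0.814). WOX5 was higher in W5S than in W5NS (q = 0.0189) and lower in C6 than in W5S (q = 0.00829) in the authors' deposited table. The W5NS level was 20.4% of the W5S level. CYCD6;1 (AT4G03270), the D-type cyclin whose promoter drove the CEI reporter, read 9.75 FPKM in C6, 7.01 in w5C6, 7.02 in W5NS and 0.828 in W5S, and no comparison of it passed the threshold. SHR, a mobile GRAS transcription factor made in the stele, read 5.53 FPKM in C6, 4.12 in w5C6, 6.36 in W5NS and 2.86 in W5S. SCR, its partner in the QC and endodermis, read 48.9, 47.6, 17.4 and 30.9 FPKM in the same order. Neither SHR nor SCR passed the threshold in any comparison.

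**Figure D1:**
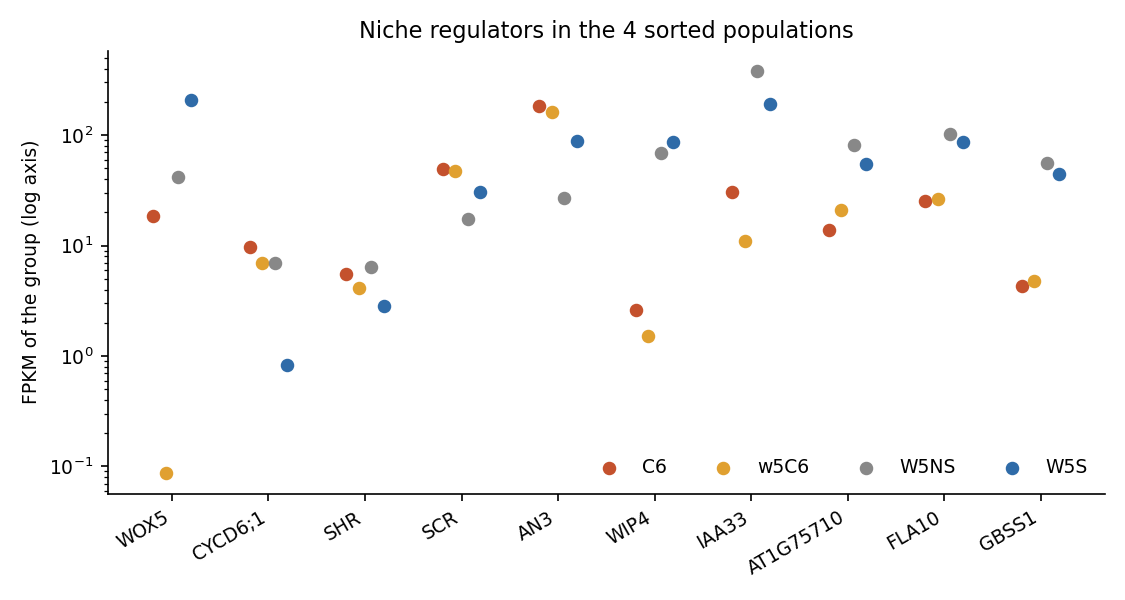
FPKM of each population (log axis) for the CEI and QC regulators and the factors the study singled out, 1 point per population and gene, with no error because 1 value per population was used. WOX5 spans 0.0865 FPKM in w5C6 to 206 in W5S, and WIP4, IAA33, AT1G75710, FLA10 and GBSS1 are lower in both CEI populations than in W5NS and W5S.

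The comparison of C6 with W5NS sets wild-type CEI marker cells against root tip cells negative for the WOX5 reporter. W5NS was not sorted against the CYCD6;1 reporter, so it can hold CEI and endodermis cells, and the lines differ as well. AN3 (AT5G28640), a transcriptional coactivator of cell proliferation, was 6.88-fold higher in C6, at 184 against 26.8 FPKM. MGP, a zinc finger partner of SHR and SCR, stood at 52.7 against 7.76 FPKM and was also called higher. WIP4, a zinc finger protein of root initiation, fell from 68.7 FPKM in W5NS to 2.64 in C6, and IAA33, an Aux/IAA family member, from 382 to 30.7. In all, 163 loci had q under 0.05 in the authors' deposited table, 75 higher and 88 lower in C6. Only 107 of them reached 10 FPKM in the higher population, 48 higher and 59 lower, and 56 were listed at 0 in 1 population.

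Among the 8 largest increases were the small heat shock genes HSP17.6A (406 against 45.7 FPKM) and HSP23.6-MITO (70.8 against 6.21), the peroxidase gene Prx37, the glutathione transferase gene GSTU4, the acyltransferase gene PMAT1 and GA20OX5 of gibberellin synthesis. The largest decreases, besides WIP4 and IAA33, included the late embryogenesis abundant gene AT3G53040 (7.68 against 185 FPKM), the starch synthase gene GBSS1 (4.3 against 56.3 FPKM) and ARL2 (2.68 against 34.9), whose relatives act in gravity sensing. Of the 28 stem cell niche regulators, MGP and AN3 rose and PLT1 and WIP4 fell. Adjusted over the list alone 13 passed, 4 higher and 9 lower. The median log2 ratio of the 28 regulators, -0.55, lay below the central 95% of random lists matched on expression. The study singled out AN3 and WIP4 from these samples, so their calls are not independent evidence. Of 29 auxin transport, synthesis and response genes, YUC3, TAA1, PIN3, PIN4, LAX2 and IAA33 fell and none rose, with 9 lower when adjusted over the list alone and a median of -0.35. Of 6 columella and lateral root cap markers only PIN3 passed, at 16.6 against 133 FPKM. The count for this list was 4 when adjusted over the list alone, 1 higher and 3 lower, and its median was -1.15.

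The 11 endodermis markers had a median log2 ratio of 2.05 in C6 over W5NS, above the central 95% of matched lists. None of them passed the authors' q, while 7 were higher when adjusted over the list alone. The list includes 7 genes of the Casparian strip, the diffusion barrier of the endodermis, with a median of 2.27. The 17 wound, heat and touch response genes had a median of 0.99, with HSP17.6II called at 312 against 43.8 FPKM and 2 members higher when adjusted over the list alone. Nuclear genes annotated as ribosomal proteins (323 loci) had a median of 0.47, and the single call among them was AT5G02450, lower in C6. Over the 16670 loci of at least 1 FPKM in every population the median log2 ratio was 0.13, and list medians are to be read relative to it. The mitochondrial sum was 5191 FPKM in C6 and 1550 in W5NS, with ATMG00030 the only called member.

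The comparison of w5C6 with W5NS sets the marker cells of the wox5 mutant against the same W5NS cells, so genotype and line both differ. AN3 was again higher, at 161 against 26.8 FPKM, and WIP4 (1.51 against 68.7 FPKM), IAA33 (11.1 against 382) and IAA20 (4.44 against 172) were lower. The top increases were genes of photosynthesis. RBCS1A, a Rubisco small subunit, read 1651 FPKM in w5C6 and was listed at 0 in W5NS. CAB1, a chlorophyll binding protein, read 720 against 1.24 FPKM, and GAPA, a Calvin cycle dehydrogenase, 127 against 0.563. In all, 213 loci had q under 0.05 in the authors' deposited table, 154 higher and 59 lower in w5C6. Of these 131 reached 10 FPKM in the higher population, 79 higher and 52 lower, and 93 were listed at 0 in 1 population. There were 21 pseudogenes among the 213.

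The 64 nuclear photosynthesis genes, a set defined by annotation after the values were seen, had a median log2 ratio of 4.19 in w5C6 over W5NS, with 19 higher and none lower. The chloroplast-encoded genes (130 loci) had a median of 0.76, with 8 higher, and 20 when adjusted over the list alone. Further decreases were RGF2, a peptide growth factor of the meristem (21.1 against 358 FPKM), and ATHB8, a vascular homeodomain gene (1.61 against 32.5). Niche regulators showed 1 increase (AN3) and 2 decreases (WIP4 and NTT), with 11 passing when adjusted over the list alone, and a median of -0.50. Of the auxin genes TAA1, PIN3, IAA20, YUC8 and IAA33 fell, 11 fell when adjusted over the list alone, and the median was -0.62. FEZ, PIN3 and SMB of the root cap list fell (3 when adjusted over the list alone), and the median was -1.69. The endodermis markers had a median of -1.30, with no call and 4 passing when adjusted over the list alone, 2 in each direction. Members went both ways, 4 above 0 and 7 below, and the 7 Casparian strip genes in this list all lay below 0.

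The loci called in both CEI comparisons numbered 46, and the union 330. All 46 kept their direction: 17 were higher and 29 lower in both. Among the 21260 loci with q under 1 in both comparisons, taken to be those tested, 147 of the 163 and 142 of the 213 calls remained. Independent lists of these sizes would share 0.982 loci, so the enrichment was 46.9-fold (one-sided exact hypergeometric p = 5.19e-66). Per direction, 0.23 shared increases and 0.244 shared decreases were expected. Both lists share the W5NS libraries. A simulation of unchanged populations with a shared control gave 12.5 shared loci on average and at most 21 over 200 draws. Its mean count of loci shared in the same direction was also 12.5, so agreement in direction alone carries no weight here. The simulation held no true difference of W5NS from both CEI populations, such as one between the reporter lines. It therefore sets no upper limit on the overlap that the shared W5NS population can give. How much of the excess comes from the shared controls is unknown, since they could not be split. Shared increases besides AN3 included FRO3, a ferric reductase (31.7 and 34.1 against 5.01 FPKM), the protein kinase gene RIPK (35.6 and 48.6 against 6.37), THA2 and Prx37. Shared decreases included WIP4, IAA33, GBSS1, AT1G75710 and FLA10. AT1G75710 read 13.9 FPKM in C6, 20.8 in w5C6 and 80.9 in W5NS, and FLA10, an arabinogalactan protein gene, 25.3, 26.3 and 103. Among the 10 factors the study singled out, AN3 rose and GBSS1, AT1G75710, WIP4, FLA10 and IAA33 fell in both comparisons. Adjusted over the list alone the counts were 7 in C6 and 8 in w5C6. The study chose this list partly on these samples, so these counts are not independent evidence. The same holds for AN3 and WIP4 in the niche list, IAA33 in the auxin list and AN3 in the GRF and GIF family.

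**Figure D2:**
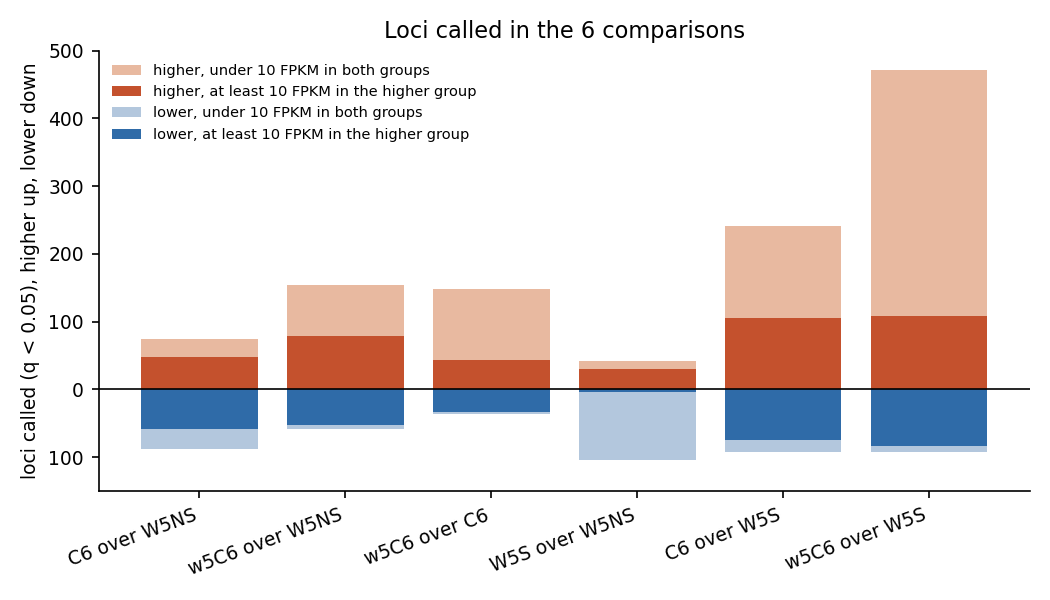
Number of loci with q under 0.05 in each of the 6 comparisons, drawn upward when higher and downward when lower in the first named population. Dark bars are loci of at least 10 FPKM in the higher population, such as 107 of the 163 loci in C6 over W5NS and 192 of the 564 in w5C6 over W5S.

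The direct comparison of w5C6 with C6 sets the mutant against wild type within the same reporter. The study describes this reporter as spreading beyond the CEI into cortex and endodermis in wox5, so the sorts need not hold the same cell types. Photosynthesis genes rose: RBCS1A from 4.51 to 1651 FPKM, CAB1 from 5.55 to 720, and FBA2, a plastid aldolase, from 0.768 to 171. CASP1 and CASP2 of the Casparian strip, the diffusion barrier of the endodermis, fell from 389 to 13.3 FPKM and from 174 to 5.79. AN3 was not called, at 161 FPKM in w5C6 and 184 in C6. An approximate 95% interval of its log2 fold in the authors' deposited table, built from the fold and the recovered p, ran from -1.39 to 0.99, which is its widest extent because p recovered from so high a q is an upper limit. In all, 184 loci had q under 0.05 in the authors' deposited table, 148 higher and 36 lower in w5C6. The count at 10 FPKM or more was 76, with 43 higher and 33 lower. Of the 184 loci, 108 were listed at 0 in 1 population, so most of the excess of increases lay in low loci. Pseudogenes made up 31 of the 184.

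Other large decreases from C6 to w5C6 were the peroxidase gene AT5G66390 (333 to 8.78 FPKM), the dirigent-like genes AT2G39430 (135 to 5.39) and AT3G55230 (192 to 8.62), the laccase gene LAC3 and PMAT1. The endodermis list had a median log2 ratio of -3.31, with CASP1 and CASP2 among the members called lower and 5 lower when adjusted over the list alone. Within that list SCR (47.6 against 48.9 FPKM) and EN7 (63 against 58.9) were not called. The 7 Casparian strip genes, grouped after their values were seen, are all members of the endodermis list. They had a median of -3.75 and all lay below 0, with 3 called lower and 5 lower when adjusted over the list alone. These are the same calls as those of the endodermis list, not further ones. The photosynthesis set had a median of 3.83, with 20 of 64 higher and none lower. Chloroplast-encoded genes had a median of 0.69 with no call, and their sum was 20587 FPKM in w5C6 against 10345 in C6. No niche regulator was called (median -0.08), nor any auxin gene (-0.24) or root cap marker (-0.54), though the auxin and root cap medians lay below the central 95% of matched lists. The vascular list had a median of 0.24, with S32 and PEAR1 higher in w5C6, both listed at 0 in C6 and at 4.71 and 1.43 FPKM in w5C6.

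**Figure D3:**
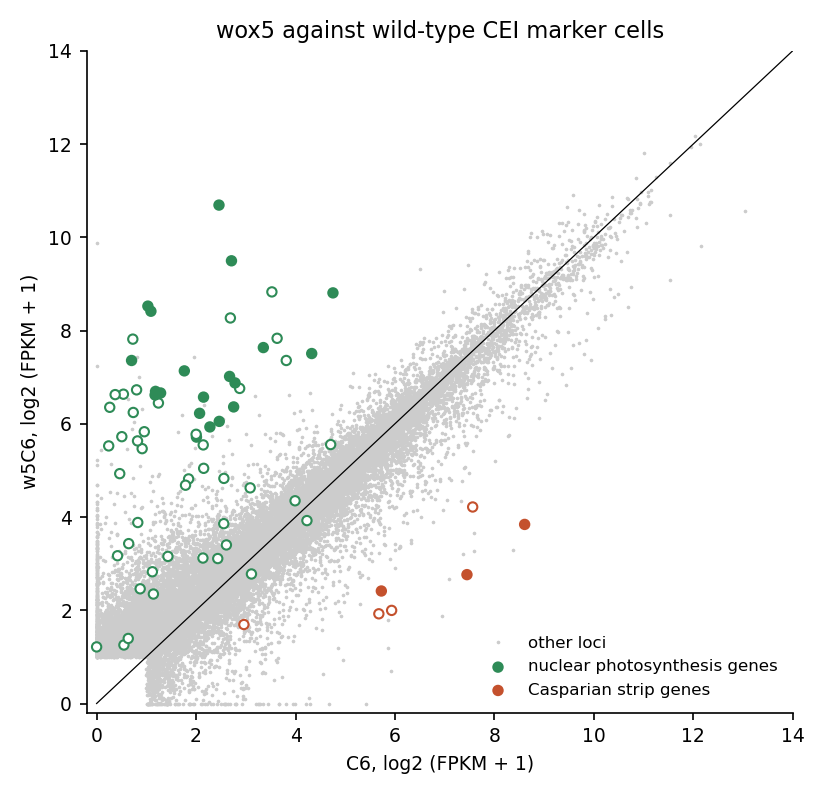
Log2 (FPKM + 1) of each locus in w5C6 against C6, for loci of at least 1 FPKM in either population, with the line of equality. Green circles are nuclear photosynthesis genes and red circles Casparian strip genes, filled where q was under 0.05 (20 of the 64 photosynthesis genes).

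The comparison of W5S with W5NS sets QC marker cells against GFP-negative cells of the same line. WOX5 was 4.9-fold higher in W5S. The beta-glucosidase genes BGLU34 (1329 against 117 FPKM) and BGLU35 (673 against 86.7) rose, as did BRN1, a NAC gene of the root cap (146 against 33.3), and ARF19, an auxin response factor (26.5 against 6.15). The acyltransferase gene AT5G53380 read 125 against 5.81 FPKM. ELP, PRP1 and HA7 were the only decreases of at least 10 FPKM in the higher population, and ELP fell from 366 to 62.1 FPKM. In all, 146 loci had q under 0.05 in the authors' deposited table, 42 higher and 104 lower in W5S. Only 33 of them reached 10 FPKM in the higher population, 30 higher and 3 lower, and 114 were listed at 0 in 1 population. Niche regulators had a median log2 ratio of 0.14, with WOX5 the only call and 2 higher when adjusted over the list alone. PLT1 (172 against 151 FPKM), WIP4 (86.8 against 68.7) and NTT (56.4 against 51.5) were not called. AN3 read 89 against 26.8 FPKM, 3.32-fold higher in W5S, and was not called (q = 0.0908 in the authors' deposited table). The approximate 95% interval of its log2 fold ran from 0.66 to 2.80, above 0. AN3 was not called in either CEI population against W5S, so a high level was not particular to the CEI sorts. The root cap list had a median of -0.50, below the central 95% of matched lists, with 4 of 6 members below 0, BRN1 the only call and 2 higher when adjusted over the list alone.

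The comparisons with W5S set both CEI populations against QC cells. In C6 over W5S, 333 loci passed, 241 higher and 92 lower, and in w5C6 over W5S, 564 passed, 471 higher and 93 lower. At 10 FPKM or more the counts were 180, with 105 higher and 75 lower, and 192, with 108 higher and 84 lower, so most of the excess of increases lay in low loci. W5S had the most loci listed at 0, and 393 of the 564 calls were listed at 0 in 1 population. WOX5 was 11.2-fold lower in C6 than in W5S. The transporter gene AT1G59740 read 1.53 FPKM in C6, 6.07 in w5C6 and 205 in W5S, and the defensin-like gene AT4G22214 19.1 in C6 and 628 in W5S. AAP1, an amino acid permease, read 75.8 FPKM in C6 and 1.19 in W5S, and CYP94B3 257 and 9.96. The niche list gave 1 increase (MGP) and 3 decreases (WOX5, PLT1 and WIP4) in C6, with 9 passing when adjusted over the list alone, and 2 decreases (WIP4 and NTT) in w5C6, with 10. The auxin list gave 1 increase (IAA29) and 4 decreases in C6, with 11 when adjusted over the list alone, and 5 decreases in w5C6, with 8. TAA1 fell in both, at 14.9 and 17.4 against 102 FPKM.

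**Figure D4:**
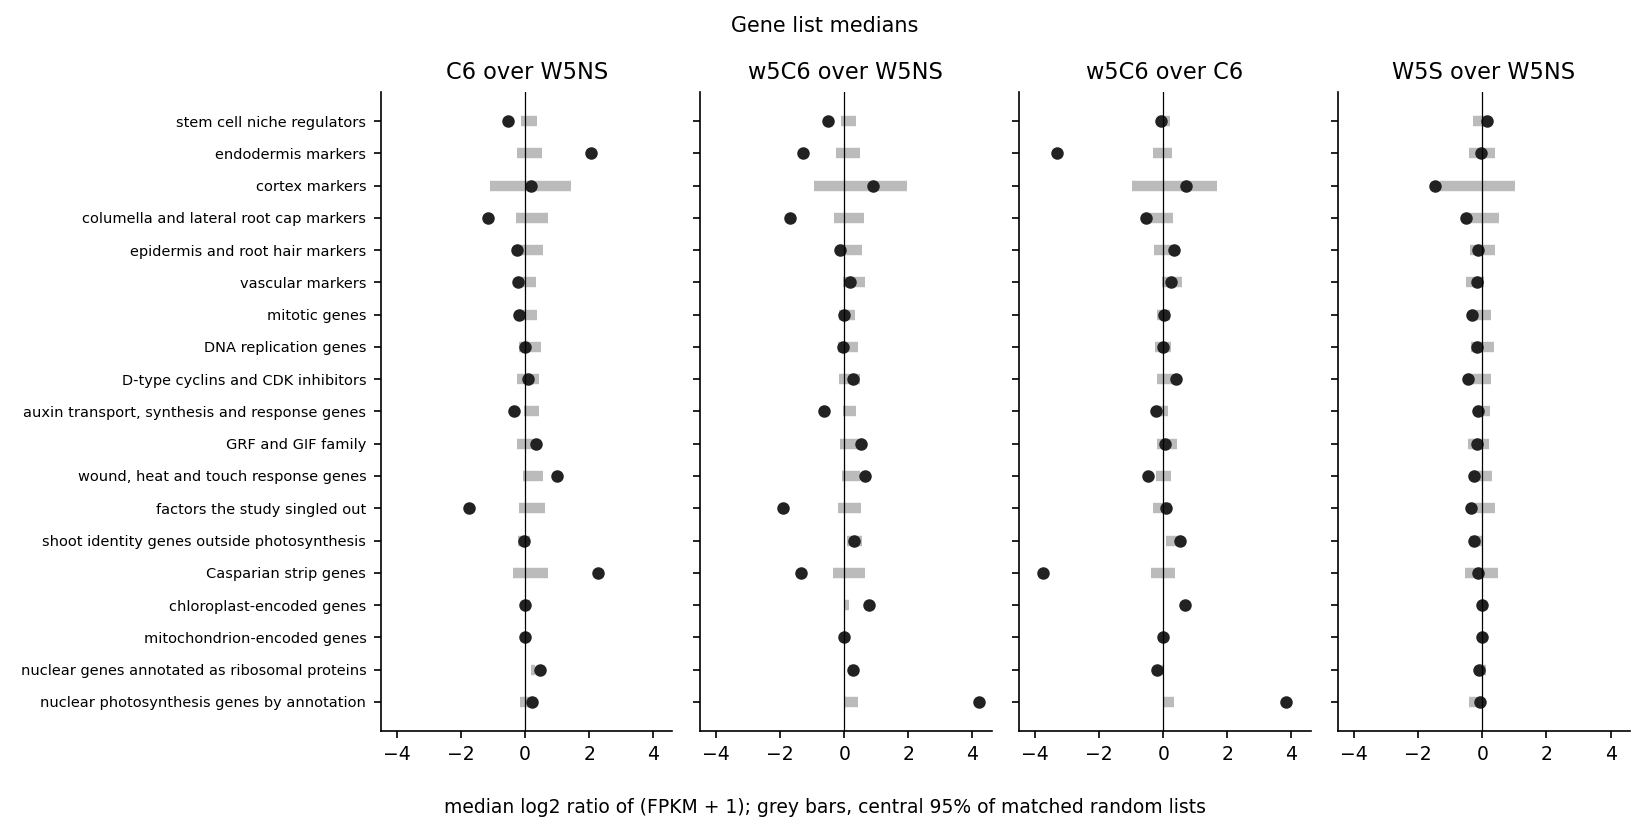
Median log2 ratio of (FPKM + 1) of each gene list (points) in 4 comparisons, with the central 95% of 10000 random lists matched on expression (grey bars). The endodermis markers stand at 2.05 in C6 over W5NS and at -3.31 in w5C6 over C6, and nuclear photosynthesis genes at 3.83 in w5C6 over C6. All 7 Casparian strip genes are also among the 11 endodermis markers.

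Cell cycle lists held no call in any comparison. In C6 over W5NS the 25 mitotic genes had a median of -0.19, the 14 DNA replication genes -0.02 and the 19 D-type cyclins and CDK inhibitors 0.10, and none, none and 1 passed when adjusted over the list alone. The mitotic median lay below the central 95% of matched lists. In w5C6 over C6 the medians were 0.02, -0.02 and 0.40, the last above the central 95% of matched lists, with none passing when adjusted over the list alone. The GRF and GIF family, which holds AN3, had medians of 0.33 in C6 and 0.53 in w5C6 over W5NS, with AN3 the only call, and 2 and 1 passing when adjusted over the list alone. Markers of other cell types gave few calls. The epidermis and root hair markers had no call in any comparison, with medians of -0.26 in C6 over W5NS and 0.35 in w5C6 over C6, and the 2 cortex markers had none either, with 0.19 and 0.72. The vascular list had a median of -0.21 in C6 over W5NS and no call there. In C6 over W5NS chloroplast-encoded genes had a median of 0.00, with 65 loci above 0 and 38 below, and the 141 mitochondrion-encoded loci also 0.00, with 65 above 0, 11 below and the others at 0. Over the 16 lists fixed before the data were examined and 6 comparisons, 48 of 96 medians lay outside the central 95% of matched lists. Members of a list can change together, unlike random loci, so this count is a description and no test.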

Values the study reported

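The study reported 163 differentially expressed genes in wild-type CEI cells and 213 in the CEI and CEI-like cells of wox5, each set against cells without the WOX5 marker. It counted 330 genes in the union and 46 in the overlap, for which it gave an enrichment of 35.8. For the wox5 mutant it calculated a 99.53% reduction of WOX5 expression.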

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

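The tests below on Casparian strip genes, leftover QC cells and reporter lines were chosen after the results were seen; the tests on shoot genes were set before the shoot values were seen. The 16 genes here are the 8 highest and 8 lowest called loci of w5C6 over C6 under the naming rule above. Their ratios in that comparison are therefore no separate test. The log2 ratios of (FPKM + 1) in w5C6 over C6 were 8.23 for RBCS1A, 7.49 for CAB2, 7.32 for RBCS3B, 6.78 for CAB1, 6.65 for LHCA2, 6.61 for FBA2, 6.15 for GAPA and 5.91 for GOX1, all of photosynthesis or photorespiration. They were -5.09 for AT5G66390, -4.77 for CASP1, -4.68 for CASP2, -4.67 for PMAT1, -4.41 for AT2G39430, -4.32 for AT3G55230, -4.06 for AT2G40113 and -4.01 for LAC3. With 1 value per population, libraries that stand apart from the rest could not be looked for.

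Photosynthesis transcripts were far higher in w5C6 than in the other populations. Cells or RNA of green shoot tissue would bring shoot identity genes, and a greening programme within root cells would not. The median of 29 shoot identity genes in w5C6 over C6 lay at the 91.4th percentile of matched lists, between the bounds set for the explanations. It lay lower in w5C6 over W5NS, at the 50.6th percentile, and in w5C6 over W5S, at the 78th. There the photosynthesis set had medians of 4.19 and 4.21. The shoot genes were low, with a median of 0.99 FPKM in w5C6, and those comparisons also cross the reporter lines. Shoot tissue and greening therefore cannot be told apart here. Of the 29 shoot genes 24 lay above 0 in w5C6 over C6 and 20 in w5C6 over W5NS, and none was called. CER1 read 0.475 FPKM in C6, 2.46 in w5C6 and 0.517 in W5NS, and KNAT1 1.08, 4.08 and 3.06. LTP1 at 0.0793 and TGG1 at 0.143 stayed low in w5C6, while LTP1 read 3.67 in W5NS and TGG1 0.0692. The cut at the root tip and the GFP gate should remove shoot cells. The wox5 genotype itself stays open and was not tested separately.

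Casparian strip genes were low in w5C6 against C6. Their medians were 2.27 in C6 over W5NS and 2.48 in C6 over W5S. In w5C6 they were -1.36 over W5NS and -1.36 over W5S, and no member was called in these comparisons, which cross the reporter lines. The difference therefore does not lie in w5C6 alone, since C6 stood high as well. Dilution by RNA of cells low in other genes of the CEI sort would lower those genes alike. SCR, AN3, MGP and SCL3 had a median log2 ratio of -0.17, against -3.75 for the Casparian genes. They ranged from -0.04 for SCR to -0.78 for MGP, and none was called. This argues against dilution by cells low in SCR, AN3, MGP and SCL3 as the whole cause. SCR, AN3 and SCL3 also read 30.9, 89 and 19.4 FPKM in W5S. Dilution by cells that express such genes would leave them level, so the values do not decide on it. Older tissue in general in the C6 sort, if it included epidermis, would make root hair genes lower in w5C6 too. RHD6, COBL9 and EXPA7, picked after their values were seen, had a median of 1.06 with none called. The whole list of 10 epidermis and root hair markers had a median of 0.35, at the 98.6th percentile of matched lists. Of its members 6 lay above 0 and 4 below, and none was called. Members that go both ways do not decide, and cells sorted by the reporter need not include epidermis. Older tissue cannot be told apart from the genotype here. The study describes a wider reporter pattern in wox5, so a change in which cells were sorted may account for the difference and was not tested.

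Of the 29 loci lower in both CEI populations than in W5NS, 2 were called lower and none higher in W5S than in W5NS. If QC cells left in the GFP-negative gate were their only source, these loci would stand in W5NS at the ratio of WOX5. The W5NS to W5S ratio of WOX5 was 0.204. The test took 74 genes higher in W5S than in C6, whose median ratio was 0.702, with quartiles of 0.513 and 0.894. Those 74 were chosen only by their difference from C6, so they may be made outside the QC and cannot decide. The 29 loci themselves had a median log2 ratio of -0.087 in W5S over W5NS, against 2.27 for WOX5. This argues against QC cells as the only source of those 29 loci. A difference between the reporter lines cannot be told apart from a difference between cell types, because the line goes with the population. The median of -0.087 for those 29 loci is what either would give.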

How the results depend on the processing

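The photosynthesis and pseudogene exclusions were chosen after seeing the data; the other alternatives were set before. No paired analysis was possible because the deposited columns are pooled over the libraries and carry no replicate number; leaving out each replicate in turn and other splits of the libraries could not be run either. At q under 0.01 the counts were 63 (C6 over W5NS), 103 (w5C6 over W5NS), 91 (w5C6 over C6), 64 (W5S over W5NS), 163 (C6 over W5S) and 318 (w5C6 over W5S), and the overlap was 17, with an enrichment of 115-fold. At q under 0.10 they were 291 for C6 over W5NS, 353 for w5C6 over W5NS, 266 for w5C6 over C6, 226 for W5S over W5NS, 514 for C6 over W5S and 773 for w5C6 over W5S, and the overlap was 86, with an enrichment of 26.2-fold. With at least 10 FPKM in the higher population the counts were, in the order above, 107, 131, 76, 33, 180 and 192. Without genes listed at 0 in 1 population they were 107, 120 (68 higher and 52 lower), 76, 32, 172 (97 and 75) and 171 (88 and 83). These alternatives keep fewer or more loci by construction. With Benjamini-Hochberg adjustment within the comparison the counts were, in the order above, 111, 188, 149, 108, 381 and 746, fewer in the first 4 comparisons and more in both with W5S, and the overlap was 33. Without photosynthesis and shoot genes the counts were 194 for w5C6 over W5NS, 164 for w5C6 over C6 and 556 for w5C6 over W5S. Under quantile normalization the median of chloroplast-encoded genes in C6 over W5S turned to -0.0033 and that of ribosomal protein genes in w5C6 over W5NS to -0.054; the cause was not tested. The number of list medians outside the central 95% ranged from 41 to 52 of 96, and without organelle-encoded genes, which drops 2 lists, it was 43 of 84. No called gene among those named turned its direction under another scaling. Another pseudocount cannot turn a direction, so it gives no check of it. Centring shifted the populations only by log2 values from -0.066 in W5NS to 0.061 in C6, so it could hardly turn a large ratio. Depth is unknown, so its limit on low loci could not be set.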

Other observations

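Ribosomal protein gene AT5G02450 stood apart from its family. It read 89.3 FPKM in C6 against 637 in w5C6, 465 in W5NS and 535 in W5S, and was called lower in C6 in all 3 comparisons of that population, while the 323 ribosomal protein loci had a median log2 ratio of 0.47 in C6 over W5NS and -0.20 in w5C6 over C6. HSP17.6II read 312 FPKM in C6 and 69.7 in w5C6 (q = 0.0743 in the authors' deposited table), and HSP70-4 336 and 115, and neither passed the threshold. The wound, heat and touch list had a median of -0.48 in w5C6 over C6 with no call and 1 member passing when adjusted over the list alone, and 5 members lay above 0 and 12 below.

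STM, a shoot meristem homeobox gene, read 20.19 FPKM in W5NS and 26.5 in W5S against 0.894 in C6 and 2.07 in w5C6, and passed the threshold in no comparison. The mitochondrial share of the FPKM sum was 0.542% in C6 and 0.635% in w5C6 against 0.213% in W5NS and 0.243% in W5S. The shoot identity list, which holds STM, had no call in any comparison. Its medians were -0.04 in C6 over W5NS, 0.32 in w5C6 over W5NS and 0.51 in w5C6 over C6. Matched random lists had medians of -0.01, 0.32 and 0.34 in the same order.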
